A study of Mus musculus with 9 samples. Its data were reported in "Zeb1-Hdac2-eNOS circuitry identifies early cardiovascular precursors in naive mouse embryonic stem cells" (2018).

How the data were processed

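Total RNA-Seq libraries from mESC in GS, DM and NO medium were analysed, with 3 replicates per medium. The medium and the number of each replicate were taken from the labels of the samples, and the columns of the deposited table were matched to samples by their titles. According to the methods of the study, the authors depleted ribosomal RNA, sequenced on an Ion Torrent Proton instrument, trimmed the reads with Reaper, aligned them to the mouse genome (GRCm38) with STAR and counted reads per gene over exons with featureCounts. Ambiguous reads, by gene or by position, did not enter the counts. Use of the strand was not stated, so genes that overlap another gene are uncertain. The authors then normalised the counts with DESeq2.

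The deposited values are a normalised score per gene, namely a read count divided by a size factor of the sample and rounded by the authors to a whole number. They are not raw counts. Size factors recomputed from the deposited values as the median of ratios lay between 1.0038 and 1.0083 in all 9 samples, and the histogram of low values had regular gaps or regular doubled values, as rounding of divided counts gives. A count model was therefore not fitted, although such a model had been planned, and limma was used in its place. Genes with no read in any sample were absent from the table, whose lowest sum over the samples was 1. A column with the sum over the samples was not used.

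The depth of each sample was estimated from the gaps and doubled values among low values. For each candidate value of 1 read, the expected histogram was computed from a smooth density and the number of read counts that round to each value, and the value with the highest Poisson likelihood was taken. The column total divided by it gave the estimated number of assigned reads, from 14307523 to 27064952. The procedure was tested on 4 simulated libraries and returned the value they were made with. The statistical precision of a comparison was set by the 3 replicates per medium, and for genes with few reads also by the depth.

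Values were analysed as log2(value + 1) for 18156 genes with a mean above 5 over all 9 samples. Linear models were fitted with limma 3.58.1 in R 4.3.3, with the 3 media as groups, no covariate, all 9 samples in one fit and empirical Bayes moderation with a mean-variance trend. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 were called changed, the thresholds of the study. All tests were two-sided. Fold changes are on the log2(value + 1) scale, which understates changes of low genes. Differences among the 3 media were tested with the moderated F test. Sets of marker genes were tested with fry, with Benjamini-Hochberg adjustment over 54 tests. The procedure was tested on simulated values for the real genes, with negative binomial reads at the estimated depths. Of 200 genes changed by known amounts among 18150 tested, 98.0% were recovered, and 2.5% of the calls were unchanged genes. The changed genes all had means above 50 and changes larger than the threshold, in DM only. Each gene and medium was given the same dispersion. These rates therefore do not describe genes with lower means or smaller changes, nor the wider spread of the NO replicates.

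The genes named in the text are the 23 genes followed by the study and, for each comparison and direction, the 4 genes with the smallest adjusted p-value among those past both thresholds whose 3 values in one medium all lay above the 3 in the other, genes known only by a clone or model name being skipped. This rule, the gene lists and most alternatives were fixed before the data were examined. *Egln3* and *Vnn1* as genes changed in opposite ways, and the hypoxia-response genes noticed first, were chosen after their values were seen. Because of the latter, a further 22 hypoxia-response genes were listed before their own values had been looked at. Coordinates and exon overlaps were taken from the GENCODE M21 annotation of GRCm38, the build the authors used, although their annotation release differed.

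The alternatives comprised fits with only the 6 samples compared, with the replicate number as a block, with no minimum mean or a minimum of 50, with no minimum fold change or a minimum log2 fold change of 2, without the 1% of genes with the highest means, and without each replicate in turn, as well as camera in place of fry. Replicate numbers 1 to 3 recur in each medium in the labels, and whether they pair samples was checked by the correlation of deviations from the group means. Such deviations cancel within a group. The value for samples with different numbers therefore largely follows from that for same-numbered samples and is not a separate reference. Alternatives chosen after seeing the data were pseudocounts of 0.5 and 5, moderation without a trend, precision weights (vooma), scaling to equal totals, quantile normalisation, and a correction for GC content alone and with the replicate block. For that correction the deviations of each sample from the mean of a gene were smoothed on the GC content of the longest transcript by lowess with a span of 0.3 and subtracted, for 98.9% of the tested genes. Gene ontology analysis was not performed.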

Results

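Total RNA of mouse embryonic stem cells (mESC) of the D3 line, an established line adapted to growth without feeder cells, was sequenced after 24 h in 1 of 3 media, with 3 replicates in each. Ground-state medium (GS) is serum-free and held the cells in naive pluripotency with a MEK inhibitor (PD0325901, 1 μM), a GSK-3 inhibitor (CHIR99021, 3 μM) and leukaemia inhibitory factor (LIF, 20 ng/mL). Differentiation medium (DM) contained 10% fetal bovine serum and neither inhibitor. The NO medium was DM supplemented with 250 μM of DETA/NO, a compound that releases nitric oxide into the medium.

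The normalised counts covered 29069 genes, of which 19018 were annotated as protein coding, and 18156 genes had a mean normalised count above 5 over the 9 samples and were tested. Because the values were already scaled, the totals per sample were alike, from 18290445 to 20508679, and did not show the depth. The depth was estimated from the spacing of the low values, which gives what 1 read was worth in each sample. It came to 18567483, 21932962 and 15500475 estimated assigned reads in GS replicates 1, 2 and 3, to 23089220, 27064952 and 18890899 in DM replicates 1, 2 and 3, and to 26095656, 14540818 and 14307523 in NO replicates 1, 2 and 3. A single read was worth between 0.70 and 1.32 normalised counts. A value of a few units therefore rests on a few reads and has a large sampling error relative to its size. The 10 genes with the highest means took between 4.7% and 7.2% of the total of a sample. Replicates correlated across genes with a Spearman coefficient of 0.986 to 0.989 in GS, of 0.979 to 0.991 in DM and of 0.958 to 0.985 in NO. The lowest of these was between NO replicates 1 and 2. NO replicate 1 correlated more with the DM samples (0.9695 to 0.9835) and the GS samples (0.9747 to 0.9756) than with NO replicate 2. Its highest correlation was with NO replicate 3 (0.9846). Every pair of replicates differed by more than sampling noise: over 12395 genes with a mean above 50, the squared difference was between 6.38 and 42.01 times the sampling variance. This does not show whether the replicates came from separate cultures. The methods of the study describe the isolation of RNA from a dish per sample. The 9 samples were counted as replicates because the labels give them as such. The labels named no sequencing batch.

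In a principal component analysis the 3 NO samples lay on the other side of the first component from the 6 GS and DM samples, and GS and DM were parted by the second component. NO replicates were spread widely along the first component, at 25.9, 131.3 and 67.1 for replicates 1, 2 and 3. The median standard deviation of a gene on the log2 scale was 0.21 in GS, 0.24 in DM and 0.31 in NO.

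**Figure D1:**
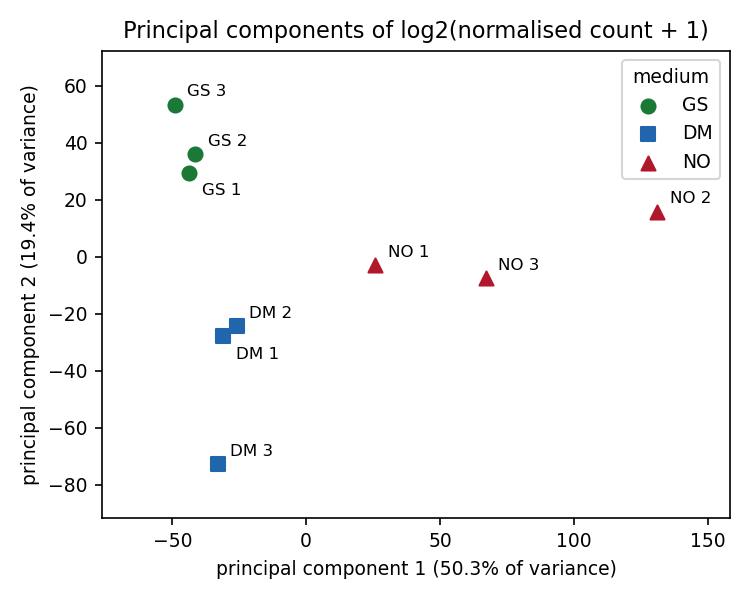
Scores of the 9 samples on principal components 1 and 2 (50.3% and 19.4% of the variance) of log2(normalised count + 1) over 18156 genes; each point is a sample labelled with its medium and replicate number, and scores have no unit. GS and DM samples lie between -49.1 and -26.0 on component 1 and NO samples between 25.9 and 131.3, with NO replicate 2 farthest out.

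The comparison of DM with GS asked which transcripts changed when the inhibitors and LIF were withdrawn and serum was added. According to the methods of the study, the basal medium differed as well. With limma on log2(normalised count + 1), 763 genes had a Benjamini-Hochberg adjusted p-value under 0.05 and at least a 2-fold change, 533 higher and 230 lower in DM. All 763 had 3 values in one medium above the 3 in the other, which the thresholds nearly force. Chance alone gives such a separation for 10% of unselected genes. The alternative that moved the count most among the planned tests was the stricter minimum of 2 on the log2 scale, which 242 genes passed. With the replicate number as a block 674 genes passed, 660 of them among the 763. Same-numbered GS and DM samples did not deviate together: the mean correlation of their deviations from the group means across genes was -0.13. It was 0.06 for samples with different numbers, a value that largely follows from the first.

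The genes that the rule for naming genes gave as higher in DM were *Sned1*, *Spn*, *Slc7a7* and *Zfp423*. *Sned1* (ENSMUSG00000047793, chromosome 1, 93235841 to 93301065, plus strand, GRCm38) rose from 166 ± 12.8 normalised counts in GS to 1099 ± 115 in DM (SD, n = 3 each), a log2 fold change of 2.72 with a standard error of 0.15 and an adjusted p-value of 5.14e-06. *Spn* (chromosome 7, 127132232 to 127137823, minus strand) rose by 2.70 ± 0.16 (SE), *Slc7a7* by 2.39 ± 0.16 and *Zfp423* by 3.41 ± 0.25 on the same scale. Exons of *Slc7a7* overlap those of *Oxa1l* and exons of *Sned1* those of *Mterf4* in the annotation. The study left out reads that overlap several genes, so reads in the shared parts may be missing from the counts. The genes named as lower in DM were *Cdx1*, *Nkx1-2*, *Dmgdh* and *Trpm1*. *Cdx1* (ENSMUSG00000024619, chromosome 18, 61018862 to 61036199, minus strand) fell from 632.3 ± 104 normalised counts in GS to 19.3 ± 3.1 in DM, a log2 fold change of -4.96 ± 0.22 (SE) with an adjusted p-value of 1.25e-06. *Nkx1-2* had a log2 fold change of -5.04, *Dmgdh* of -2.49 and *Trpm1* of -2.48. All 8 genes stayed past the adjusted p-value threshold in each of 22 alternative fits.

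The comparison of NO with GS asked which transcripts changed when cells left the ground state in the presence of the donor. In total, 2127 genes passed both thresholds, 1830 higher and 297 lower in NO. Of the higher genes 1802, and of the lower genes 293, had groups of 3 values that did not overlap. Requiring a log2 fold change of 2 left 926 genes. With the replicate block 2085 genes passed, of which 2020 were among the 2127. The mean correlation of the deviations of same-numbered GS and NO samples was -0.03, and that of the others was 0.02. Quantile normalisation lowered the share of higher genes from 86.0% to 67.5%. The rule named *Sned1*, *Spn*, *Usp44* and *Zfp423* as higher in NO. *Usp44* (ENSMUSG00000020020, chromosome 10, 93831555 to 93858088, plus strand) rose from 112 ± 8.7 normalised counts in GS to 451.7 ± 42.9 in NO (SD, n = 3 each), and its log2 fold change was 2.00 ± 0.16 (SE) with an adjusted p-value of 7.72e-05. *Sned1*, *Spn* and *Zfp423* were also among the genes named for DM, and in NO *Sned1* rose by 2.45 and *Zfp423* by 3.09 on the log2 scale. The lower genes named were *Bnip3*, *Cdx1*, *Slc16a3* and *Nkx1-2*. *Bnip3* (ENSMUSG00000078566, chromosome 7, 138890836 to 138909519, minus strand, exon overlap with the gene model *Gm45507*) fell from 1196 ± 268 normalised counts in GS to 92.3 ± 10.2 in NO, a log2 fold change of -3.66 ± 0.18 (SE) with an adjusted p-value of 3.08e-06.

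The comparison of NO with DM isolates the donor, since both media held the same serum and lacked the inhibitors. Here 1552 genes passed both thresholds, 1231 higher and 321 lower in NO, and 1210 of the higher and 317 of the lower genes had groups that did not overlap. This count depended on the samples that entered the fit: with only the 6 NO and DM samples, 912 genes passed. With the replicate block 1553 genes passed, 1458 of them among the 1552. Same-numbered NO and DM samples deviated together to a small extent, with a mean correlation of 0.21. That of samples with different numbers was -0.11. The share of higher genes was 79.3%, and 65.1% after quantile normalisation.

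**Figure D2:**
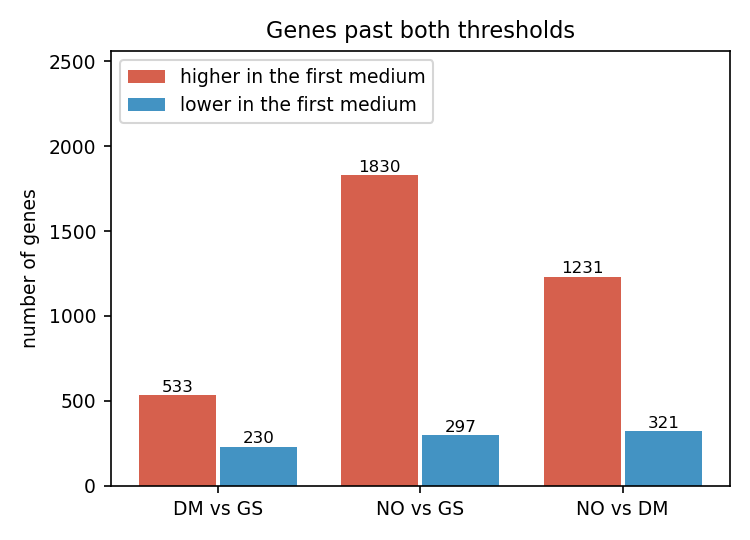
Number of genes (vertical axis) past both thresholds in each of the 3 comparisons (horizontal axis), with a bar for genes higher and a bar for genes lower in the medium named first. Higher genes outnumber lower genes in all 3 comparisons, with 533 against 230 in DM vs GS, 1830 against 297 in NO vs GS and 1231 against 321 in NO vs DM. Counts are from the fit of all 9 samples. In fits of only the 6 samples compared, 908 genes passed in DM vs GS and 912 in NO vs DM.

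The genes named as higher in NO than in DM were *Anxa8*, *Matn1*, *Serpine2* and *Trpm1*. *Anxa8* (ENSMUSG00000021950, chromosome 14, 34085981 to 34100571, plus strand) had 529, 1648 and 1097 normalised counts in NO replicates 1, 2 and 3 and 84.7 ± 8.1 in DM (SD, n = 3). Its log2 fold change was 3.53 ± 0.32 (SE) and its adjusted p-value 0.00045. *Matn1* rose by 3.48 ± 0.36 and *Serpine2* by 3.34 ± 0.35, with the same order of the NO replicates. *Trpm1*, which fell from 4171 ± 245.3 in GS to 755 ± 128 in DM, lay between both in NO at 2067 ± 231 (SD, n = 3 each). The genes named as lower in NO were *Bnip3*, *Slc16a3*, *A2m* and *Egln3*. *Bnip3* had 1764 ± 66.0 normalised counts in DM, and its log2 fold change in NO was -4.25 ± 0.18 (SE) with an adjusted p-value of 5.69e-07. *Slc16a3* (chromosome 11, 120948480 to 120960868, plus strand) fell from 2667 ± 607.3 in DM to 271.7 ± 41.1 in NO, *A2m* from 1651 ± 90.2 to 247 ± 55.0, and *Egln3* from 602.7 ± 64.5 to 76.7 ± 16.3 (SD, n = 3 each).

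**Figure D3:**
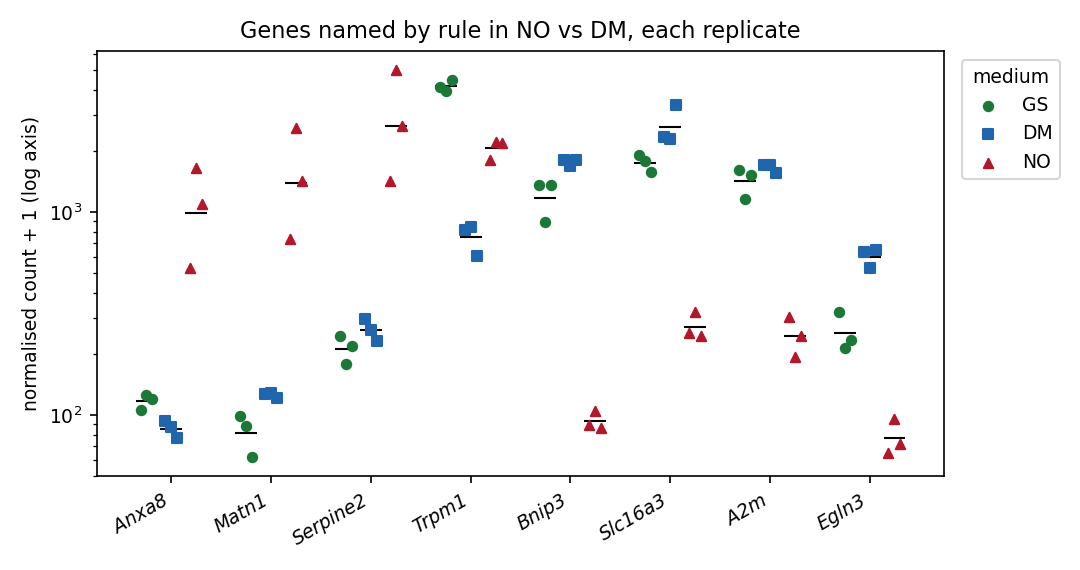
Normalised counts plus 1 (vertical log axis, no unit) of the 8 genes named by rule in NO vs DM (horizontal axis), with a point per replicate coloured by medium and a short line at the mean of the log2 values. *Bnip3*, *Slc16a3*, *A2m* and *Egln3* lie lower in all 3 NO replicates than in any GS or DM replicate, while *Trpm1* in NO lies between GS and DM.

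A moderated F test over the 3 media found 4227 of 18156 genes to differ at an adjusted p-value under 0.05, and 3846 with the replicate block. Leaving out NO replicate 3 moved this count most, to 2569 genes. At least 1 of the 3 comparisons was passed by 2921 genes. Of these, 864 were higher in NO than in both GS and DM and 96 were lower in NO than in both, against 887 and 96 with the replicate block. In total, 385 genes, some of them among these, changed the same way in DM and in NO relative to GS, and 2 changed in opposite ways, *Egln3* and *Vnn1*. When one replicate was left out, between 1 and 13 genes changed in opposite ways. *Vnn1* fell from 22, 13 and 29 normalised counts in GS replicates 1, 2 and 3 to 2, 3 and 1 in DM, and reached 32, 229 and 90 in NO. Among genes higher in DM than in GS, 92 were lower in NO than in DM, and among genes lower in DM than in GS, 84 were higher in NO than in DM.

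The candidates were 23 genes that the study followed. *Nkx2-5* and *Gjd3* had means under the minimum and were not tested. Of the 21 tested genes, 5 had an adjusted p-value under 0.05 in DM vs GS, 9 in NO vs GS and 6 in NO vs DM, with adjustment over all genes. Adjusted over the list alone these numbers were 7, 10 and 7. At least a 2-fold change was also present for 3, 8 and 5 genes, respectively, and these numbers summed to 16 tests with and without the replicate block. The stricter minimum of 2 on the log2 scale moved this sum most, to 10.

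The 5 genes of the mesendodermal programme were low in GS. The study picked them among genes that it had found raised by NO in the same RNA-Seq data and bound by Zeb1. Their rise in NO here is therefore not independent evidence. *Mesp2* (ENSMUSG00000030543, chromosome 7, 79810727 to 79813439, plus strand) had 14 ± 4.4 normalised counts in GS, 21 ± 4.6 in DM and 97.3 ± 43.1 in NO (SD, n = 3 each). Its log2 fold change in NO was 2.66 ± 0.38 (SE) over GS and 2.09 ± 0.38 over DM, with adjusted p-values of 0.00113 and 0.00682. *Wnt3* (ENSMUSG00000000125, chromosome 11, 103774150 to 103817957, plus strand) had 8, 8 and 4 normalised counts in GS, 1, 1 and 3 in DM, and 260.3 ± 284.5 in NO (SD, n = 3), where its lowest value was 38 and its highest 581. Since all DM values were at or under 3, the geometric mean of its NO values was at least 38.7-fold higher than in DM on the scale of counts plus 1 (adjusted p-value 0.00212), with NO replicates that differed widely. *Wnt7b* (ENSMUSG00000022382, chromosome 15, 85535437 to 85582473, minus strand) reached 49, 491 and 140 normalised counts in NO, and *Tbx4* (ENSMUSG00000000094, chromosome 11, 85886422 to 85916097, plus strand) reached 59, 428 and 182. Their log2 fold changes over DM were 4.50 and 3.06, with adjusted p-values of 0.00437 and 0.0128. On the log2 scale these increases were larger than the spread between replicates, but the standard deviation of *Wnt3* and *Wnt7b* in NO exceeded their mean, and the size of the increase in NO varied strongly from replicate to replicate. *Dll1* (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872, minus strand) behaved differently. It rose in DM already, from 4 ± 3.6 to 59.3 ± 7.5 normalised counts (log2 fold change 4.05, adjusted p-value 0.0147). No difference between NO and DM passed (log2 fold change -0.03 ± 0.85 (SE), adjusted p-value 0.988). Its values were 21, 215 and 42 in NO and 52, 59 and 67 in DM replicates 1, 2 and 3. With this spread a difference in either direction cannot be excluded. Exons of *Dll1* overlap those of *A930024N18Rik*, and exons of *Wnt7b* those of *AU022754*.

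Among the NO synthases, *Nos3*, which encodes eNOS (ENSMUSG00000028978, chromosome 5, 24364810 to 24384474, plus strand), rose from 22.7 ± 3.5 normalised counts in GS to 91.7 ± 13.6 in DM and 52 ± 16.5 in NO (SD, n = 3 each). The log2 fold change was 1.97 ± 0.29 (SE) in DM vs GS (adjusted p-value 0.00176) and 1.13 in NO vs GS (adjusted p-value 0.0178), and all 3 NO values lay under all 3 DM values. That difference did not pass with adjustment over all genes (0.0706) and passed with adjustment over the list (0.0393). After quantile normalisation the adjusted p-value in NO vs GS was 0.15. Its exons overlap those of *Atg9b*. *Nos1* fell by 0.51 on the log2 scale in DM and by 0.60 in NO relative to GS, with adjusted p-values of 0.0322 and 0.00736, less than a 2-fold change. With the replicate block the adjusted p-values of *Nos1* were 0.0673 and 0.016. *Nos2* was at or under 8 normalised counts in GS and DM and had 3, 35 and 5 in NO replicates 1, 2 and 3, and no difference passed. *Zeb1* mRNA was 373 ± 33.8 in GS, 309.7 ± 49.2 in DM and 309 ± 37.7 in NO (SD, n = 3 each), and its adjusted p-values were 0.418 for DM vs GS, 0.288 for NO vs GS and 0.995 for NO vs DM. *Zeb2*, *Hdac1* and *Hdac2* did not pass the adjusted p-value threshold in any comparison either.

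Of the pluripotency genes, *Nanog* had 14041, 12184 and 15465 normalised counts in GS and 8190, 8140 and 7596 in DM replicates 1, 2 and 3, a log2 fold change of -0.80 with an adjusted p-value of 0.0311, and had 12693, 7678 and 12681 in NO. *Pou5f1* was lower in NO than in DM, with a log2 fold change of -0.95 and an adjusted p-value of 0.0349, and its lowest value, 4276, was in NO replicate 2. In NO vs GS its log2 fold change was -0.70, with an adjusted p-value of 0.081 over all genes, 0.0445 over the list and 0.0418 with the replicate block. *Sox2* did not pass in any comparison. *Klf4* was lower in DM than in GS by adjustment over the list (0.0339) but not over all genes (0.0995, and 0.052 with the replicate block), and did not pass in the other comparisons. Among the cardiac and vascular markers, *Casz1* rose from 255 ± 55.6 normalised counts in GS to 631 ± 83.5 in DM and 526.3 ± 79.8 in NO (SD, n = 3 each; adjusted p-values from limma 0.00183 and 0.00367), *Myh6* rose in NO relative to GS (log2 fold change 1.60, adjusted p-value 0.0208) and *Cxcr4* rose from 25.7 ± 2.3 in DM to 72 ± 23.9 in NO (adjusted p-value from limma 0.0123). *Acta1* and *Myh7* did not differ in any comparison. The calls for *Nos1* and *Nanog* in DM vs GS and for *Pou5f1* in NO vs DM were lost in 6 of the 9 fits that each left out one replicate.

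**Figure D4:**
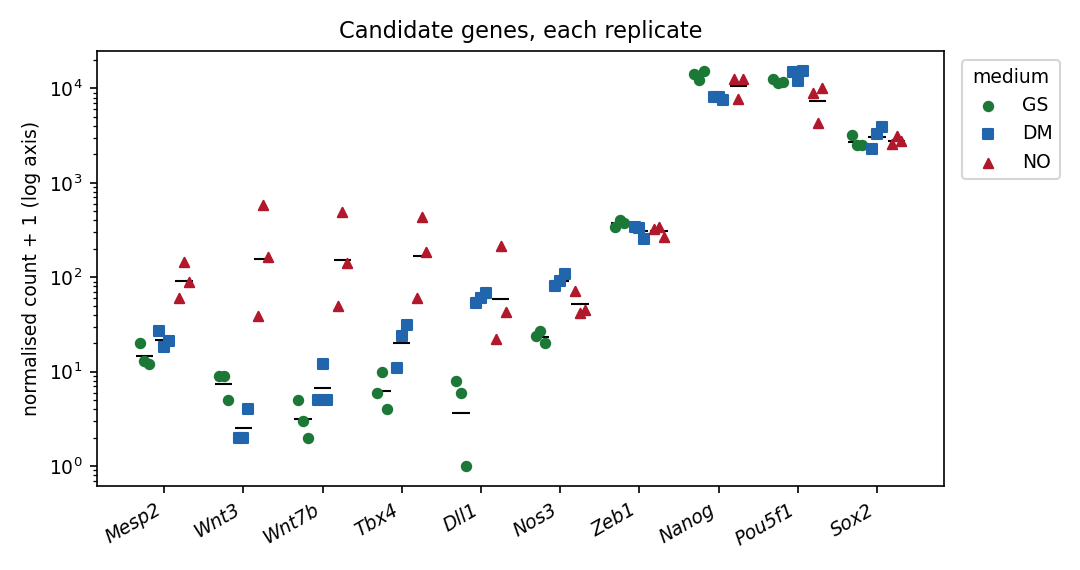
Normalised counts plus 1 (vertical log axis, no unit) of 10 genes that the study followed (horizontal axis), with a point per replicate coloured by medium and a short line at the mean of the log2 values. *Mesp2*, *Wnt3*, *Wnt7b* and *Tbx4* lie higher in all 3 NO replicates than in any GS or DM replicate, whereas the *Dll1* values of NO lie on both sides of those of DM.

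Lists of marker genes, 18 in number, were tested as sets in the 3 comparisons with fry, a rotation test in limma that asks whether the genes of a list moved together. Of the 54 tests, 25 had a Benjamini-Hochberg adjusted p-value under 0.05, and 15 with the replicate block. The choice of the test moved this number most, since camera left 2 tests. Camera sets a list against all other genes and allows for the correlation among the genes of a list, estimated here from the 9 samples. A list that did not pass by camera therefore need not have moved like other genes. The 2 tests that passed were the list of formative and primed pluripotency genes in DM vs GS and in NO vs DM. In DM vs GS, all 12 tested genes of this list were higher, with a median log2 fold change of 1.93 and an adjusted p-value of 4.8e-05 by fry, 0.00201 with the replicate block and 0.0158 by camera. In NO vs DM only 1 of the 12 was higher, the median was -1.14 and the adjusted p-values were 0.000176, 0.00386 and 0.0374, in the same order.

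The direction to be tested had been stated for 12 of the 54 tests, and the direction found was the stated one in 11, of which 9 had an adjusted p-value under 0.05 by fry. The 12 include the tests of the mesendodermal genes of the study in NO vs GS and in NO vs DM. Those genes had been chosen from the same data, so these tests are no independent predictions. In DM vs GS, feedback targets of the ERK pathway were higher (14 of 15 genes, median log2 fold change 0.98, adjusted p-value 0.00199, and 0.0115 with the replicate block) and β-catenin targets were lower (10 of 13 genes, median -1.96, adjusted p-value 0.000722, and 0.00201 with the block). STAT3 targets were lower too (median -0.39, adjusted p-value 0.00988, and 0.0464 with the block). Naive pluripotency genes did not move as a set (adjusted p-value 0.402). In NO vs DM, mesendoderm and primitive streak genes were higher for 12 of 15 genes, with a median of 1.46 and an adjusted p-value of 0.00837, and p53 targets were higher for 18 of 20 genes, with a median of 0.85 and an adjusted p-value of 0.0196. With the replicate block the adjusted p-values of these lists were 0.0391 and 0.0532. Targets of NRF2 were higher by a median of 0.26 (adjusted p-value 0.02, and 0.0632 with the block). The 5 mesendodermal genes of the study were higher as a set, with a median of 3.06 and an adjusted p-value of 0.0221, and 0.0558 with the block. As the study had picked them among genes raised by NO in these data, this outcome largely follows from that choice. Neuroectoderm genes (median -0.17, adjusted p-value 0.0815) and ATF4 targets (median -0.14, adjusted p-value 0.14) did not pass. Of the lists with no stated direction, the NO synthase, Zeb and Hdac genes of the study were lower as a set in NO than in DM, in 5 of 7 genes, with a median of -0.33 and an adjusted p-value of 0.00734, and 0.0464 with the replicate block. None of these genes passed alone in NO vs DM over all genes, and *Nos2* was higher by 1.72. By fry the list was higher in DM vs GS (adjusted p-value 0.0355, and 0.144 with the block) and did not pass in NO vs GS (0.142). Genes of sterol synthesis were lower in NO than in DM in 14 of 14 genes, with a median of -0.96 and an adjusted p-value of 0.00328, and replication-dependent histone genes in 11 of 11, with a median of -0.77 and an adjusted p-value of 0.0235. Genes of the 2-cell-like state were higher in 10 of 11 genes, with a median of 2.64 and an adjusted p-value of 0.025. With the replicate block the adjusted p-values of the sterol, histone and 2-cell-like lists were 0.0097, 0.0632 and 0.0608.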

Values the study reported

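The study reported 883 genes differentially expressed between GS and DM, 2286 between NO and GS and 1815 between NO and DM, at a log2 fold change beyond ±1, a base mean above 5 and a false discovery rate under 0.05. For NO compared with DM alone, it gave 24 transcripts as upregulated and 737 as downregulated. For NO compared with GS, it gave more transcripts as upregulated than as downregulated.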

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

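The tests chosen after the result was seen are those with the alternatives named as chosen after seeing the data in the description of the processing are the pseudocounts, the fit without a trend, the precision weights, the scalings and the GC correction. The alternatives that needed a count model, namely the edgeR test with TMM, the TMM factors within DESeq2 and the fold change prior of DESeq2, were not run because the values are rounded normalised counts.

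Higher genes outnumbered lower genes in all 3 comparisons under each alternative tried. The number of changed genes stayed within 1.5 times its value, in each comparison, with the replicate block, without a minimum mean, without the 1% of genes with the highest means, under both pseudocounts, without the trend, with precision weights, with equal totals, after quantile normalisation and after GC correction with and without the block. With the replicate block the counts were 674 for DM vs GS, 2085 for NO vs GS and 1553 for NO vs DM. With a minimum mean of 50, 505 genes passed in DM vs GS, 1206 in NO vs GS, 936 in NO vs DM and 496 were higher in NO than in both GS and DM. With no minimum fold change, 1215, 3640 and 2587 genes passed in the 3 comparisons and 371 were lower in NO than in both GS and DM. With a minimum log2 fold change of 2, 242, 926 and 660 genes passed, 456 were higher and 14 lower in NO than in both, and 10 tests of the candidate genes passed. With only the 6 samples compared, 908 genes passed in DM vs GS, 1893 in NO vs GS and 912 in NO vs DM, and 555 were higher in NO than in both. Quantile normalisation raised the number lower in NO than in both from 96 to 171. It also lowered the share of higher genes from 69.9% to 62.4% in DM vs GS, from 86.0% to 67.5% in NO vs GS and from 79.3% to 65.1% in NO vs DM, and it moved the median log2 fold change of all genes in NO vs GS from -0.016 to -0.11. The causes of these shifts were not tested.

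Across the 9 fits that each left out one replicate, between 510 and 958 genes passed in DM vs GS, between 1398 and 2843 in NO vs GS and between 785 and 2523 in NO vs DM. Between 2569 and 5715 genes differed among the media, between 399 and 1460 were higher in NO than in both GS and DM, and between 58 and 239 were lower in NO than in both. For NO vs GS, for NO vs DM and for both overlaps the lowest number came without NO replicate 2, for the F test it came without NO replicate 3, and for all of these the highest came without NO replicate 1. Without NO replicate 2, 1318 of the 2127 genes of NO vs GS and 761 of the 1552 genes of NO vs DM still passed. In the same 9 fits, between 243 and 440 genes changed the same way in DM and in NO relative to GS. Between 1 and 13 changed in opposite ways, with 13 without NO replicate 1. Between 48 and 140 were higher in DM than in GS and lower in NO than in DM, and between 53 and 115 the reverse. The number of candidate tests past both thresholds stayed between 12 and 17, and that of marker list tests between 17 and 32.

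In the marker list tests, camera left 2 and the replicate block 15 of 25 tests past the threshold. Over the named lists and their alternatives, 275 outcomes were unchanged, 85 became weaker and 4 stronger, and the direction given by fry stayed the same in all of them. For the named genes, 1806 outcomes were unchanged, 42 became weaker, 15 stronger and 33 changed direction. The genes named by rule kept their side of the threshold and their direction under each of the 22 alternatives. Of the candidate calls, *Nos1*, *Nanog* and *Dll1* in DM vs GS, *Myh6*, *Nos3* and *Dll1* in NO vs GS and *Pou5f1*, *Tbx4* and *Wnt3* in NO vs DM were lost under at least 1 alternative, and their highest adjusted p-values were 0.141, 0.137, 0.105, 0.0832, 0.15, 0.0537, 0.101, 0.0511 and 0.0674, in this order. The call for *Tbx4* in NO vs DM was lost without DM replicate 1 (adjusted p-value 0.0511, against a range from 0.000952 to 0.0511 over its alternatives), and that for *Wnt3* in NO vs DM with precision weights (0.0674, range from 9.46e-05 to 0.0674).

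The changes of direction all concerned genes past no threshold in the comparison, and the cause was not tested. In DM vs GS, *Myh7* had a log2 fold change of -0.013 after GC correction, with and without the replicate block, and values from -0.60 to 0.56 across the fits that each left out one replicate. In the same fits *Nos2* ranged from -0.85 to 0.24, *Hdac1* from -0.079 to 0.17, *Hdac2* from -0.14 to 0.17 and *Acta1* from -0.93 to 0.37. In NO vs GS, *Zeb2* had -0.28 after quantile normalisation and ranged from -0.19 to 0.56 when replicates were left out, and *Sox2* ranged from -0.041 to 0.15. In NO vs DM, *Dll1* had 0.011 with a pseudocount of 5 and 0.053 with equal totals, with a range from -0.96 to 0.68 when replicates were left out. *Zeb1* had -0.0027 without the 1% of genes with the highest means, -0.10 after quantile normalisation and -0.020 after GC correction with and without the replicate block, and ranged from -0.14 to 0.10. *Sox2* ranged from -0.35 to 0.024, *Acta1* from -1.03 to 0.26 and *Myh6* from -0.10 to 0.71.

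Each comparison was also set against other splits of its 6 samples into 3 and 3. In DM vs GS, in NO vs GS and in NO vs DM, 1 of the 10 splits, the real one, gave as many genes. The other 9 splits gave 0 genes past both thresholds in each comparison, and between 126 and 952, between 136 and 1398 and between 143 and 2774 genes, respectively, with an unadjusted p-value under 0.05, against 3611, 6290 and 5675 in the real splits. Of the 10 splits, 4 part all same-numbered pairs as the real one does, and the other splits keep some same-numbered samples together. With 10 splits the share cannot fall under 0.1. For the F test over the 3 media, 1 of 100 splits drawn from the 9 samples gave as many genes, the real one, and the next highest gave 1053. That split kept the 3 NO samples together and mixed GS with DM. Among the 15 drawn splits that hold each replicate number once per group, it was again 1.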

Other observations

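The tests of genomic DNA, of depth, of the scaling, of the share of higher genes after GC correction, of the size of the GC correction at hypoxia-response genes and of the p53 targets were chosen after the result they measure had been seen in part. The further hypoxia-response genes were listed because others had been noticed in the data. Each test after GC correction used a correction chosen after seeing the data. The remaining tests were chosen before.

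The number of genes higher in NO than in DM alone was 367, where alone means not changed the same way in another comparison. That is higher than the value quoted from the study above. The number of genes lower in NO than in DM alone was 225. That is lower than the value quoted from the study above. Leaving out one replicate moved these numbers to between 208 and 471 higher genes and between 113 and 381 lower genes. With only the 6 samples compared, 168 genes were higher and 125 lower. The methods of the study state a larger minimum fold change for its overlaps than its results do. With a minimum log2 fold change of 2, 154 genes were higher and 36 lower in NO than in DM alone, so the larger minimum did not turn the direction. With no minimum fold change the numbers were 549 and 580, and after quantile normalisation 313 and 343. Without the genes changed either way in another comparison the numbers were 284 higher and 134 lower, 132 and 23 with a minimum log2 fold change of 2, 407 and 374 with no minimum, and 256 and 237 after quantile normalisation. The count test of the study was not run.

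Genes that were low in GS and DM were higher in NO replicate 2 than in the other NO replicates. Over 11284 genes with a mean under 5 in GS and DM, the normalised counts summed to between 12734 and 14850 in the GS and DM samples and to 18665, 53045 and 25805 in NO replicates 1, 2 and 3. Genomic DNA in the library would add reads evenly along the genome, but the gain per kb of transcript of 256 olfactory and vomeronasal receptor genes was 0.081 times that of 4063 other low protein-coding genes (upper 95% bootstrap bound 0.127). Depth differed little between NO replicates 2 and 3, with a ratio of 1.02 of the estimated reads, whereas the ratio of their totals over low genes was 2.06. Across the low genes, which are not independent replicates, the difference of replicate 2 from the mean of the other NO replicates had a Spearman rho of 0.231 with transcript length and of 0.068 with GC content, both under the size of 0.3 set beforehand. Across all tested genes, most of which were not low, these were 0.159 and 0.079. RNA from other cells and differences in the preparation of the libraries were not tested, so the pattern cannot be told apart from these.

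Of the 1830 genes higher in NO than in GS, 80.4% were highest in NO replicate 2 and lowest in NO replicate 1, against 28.7% of all tested genes. A candidate explanation is that the 3 NO cultures responded to the donor to unequal degrees. If so, most of the genes lower in NO than in GS would be ordered the opposite way, and 46.1% of 297 were, more than the 23.6% of all tested genes but short of the majority set beforehand. The test therefore did not bear out an unequal response as the sole explanation. The lower genes did lean that way, since 12.8% of them were in the order of the higher genes, against 28.7% of all tested genes. *Bnip3*, among the most reduced genes in NO, had 88, 104 and 85 normalised counts in replicates 1, 2 and 3 and did not show the opposite order. *A2m*, also among the most reduced, had 303, 193 and 245 and did show it.

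Targets of p53 followed the order of the NO replicates. *Mdm2* had 4420, 15166 and 6474 normalised counts in NO replicates 1, 2 and 3 and at most 2889 in any GS or DM sample, and 16 of 20 tested p53 targets were ordered this way. That share, 80%, put the list at percentile 100 of 10000 random lists matched on expression in GS and DM, whose median was 25%. The matched lists were not selected for a rise in NO, so this percentile shows nothing specific to p53. Among genes higher in NO vs GS, 7 of 7 p53 targets and 80.3% of 1823 other genes were in this order. The two-sided Fisher's exact p-value was 0.357, and 7 targets were too few to pass, so a difference from other genes that rose cannot be told.

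More genes were higher than lower in NO. After GC correction the share of higher genes was 79.5% of 1657 in NO vs DM, against 79.3% of 1552 without it, and 83.4% in NO vs GS, against 86.0%. The share depended on the scaling and on the minimum fold change. In NO vs GS it was 67.5% after quantile normalisation, which gives each sample the same distribution, and 90.7% with equal totals. It was 66.9% with no minimum fold change, and with a minimum log2 fold change of 2, 880 genes were higher and 46 lower. Higher genes remained the majority in each of these, and how much of the excess is due to scaling cannot be told.

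Several genes with the strongest reduction in NO, such as *Bnip3*, *Slc16a3* and *Egln3*, are known targets of the hypoxia-inducible transcription factors. Because they had been noticed in the data, a further 22 hypoxia-response genes whose values had not been looked at were listed and tested. In NO vs DM 19 of the 22 were lower, with a median log2 fold change of -0.73 and a fry p-value of 6.33e-05, and in NO vs GS 17 were lower, with a median of -0.97 and a p-value of 5.29e-05. In DM vs GS the list did not move (p-value 0.944). The 15 hypoxia-response genes noticed first rose there by a median of 0.40, with 2 of them lower. Their p-value was 0.0258 by fry and 0.182 by camera. GC correction moved the log2 fold changes of the 22 genes in NO vs DM by at most 0.054, far less than the shift of the list, so its p-value of 3.45e-05 after the correction adds little. The shift in NO vs DM was also present without NO replicate 2 (5.72e-05), with the replicate block (0.0023) and with camera (0.00414). These results are consistent with lower activity of the hypoxia response in the NO cultures, as a hypothesis. A difference between cultures in cell density or oxygen supply would have the same effect and could not be tested here.

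Many genes that changed from GS to DM changed less in NO. As selection on DM values would exaggerate the change in DM, genes were selected on 2 replicates of GS and DM and the change was measured in the held-out replicate. The change in NO was 0.624, 0.601 and 0.609 times that in DM with replicate 1, 2 and 3 held out, over 257, 82 and 629 genes, and at most 0.64 times after GC correction. Noise in the DM values alone would give a ratio near 1, but genes chosen for a real change in DM would also change less in another medium. In the mirror test, with genes selected on NO vs GS, the change in DM was 0.381 and 0.28 times that in NO with replicate 1 and 2 held out, over 2339 and 1056 genes. With replicate 3 held out 0 genes were selected, and 3310 had an unadjusted p-value under 0.05. The mirror ratios were lower still, but they also fall when genes respond to the donor alone. Whether the smaller change in NO comes from the selection or from a slower departure from the ground state therefore cannot be told from these ratios. The lists of marker genes differed in this respect. Relative to GS, the median log2 fold change of formative and primed genes was 0.49 in NO and 1.93 in DM and that of β-catenin targets was -0.67 and -1.96, whereas for ERK feedback targets it was 1.09 and 0.98 and for STAT3 targets -0.51 and -0.39.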
